A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

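Genomic DNA from the tails of a sire, a dam and their 8 offspring (F1) of a non-irradiated C57BL/6 family was analyzed by array CGH with a custom Agilent oligonucleotide array of the study's second screening. Each DNA was hybridized against DNA of a reference male mouse on 2 arrays with Cy3 and Cy5 exchanged. The groups (sire, dam and offspring) and the dye of each DNA were taken from the sample labels, and the sign of each ratio from the dyes. The sparser arrays of the first screening and the quantitative PCR of the study were not used here, so calls made here were not restricted to probes positive in a first screening.

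Per the file headers, arrays were scanned on an Agilent scanner and extracted by the authors with Feature Extraction (version 10.7.1.1). The deposited scanner files hold intensity values on a linear scale for each spot. The processed signals were background-subtracted and scaled between the dyes by a linear factor per array, with a lowess term of 0. The factor ranged from 1.02 to 2.45 for Cy3 and from 0.80 to 1.48 for Cy5. The files also hold the log10 ratio of Cy5 over Cy3 deposited by the authors, which equaled the ratio of the processed signals within 0.001 at 99.99% of spots. The deposited value table holds log2 ratios, and comparison with the scanner values showed them to be reference over mouse on all 20 arrays (largest difference 5.4e-07 over 155403 spots). A linear dye factor removes a difference in overall brightness between dyes but not a bias of single probes or a bias that changes with brightness, so such biases remain in the ratios and reach the calls.

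From the processed signals, the log2 ratio of Cy5 over Cy3 was calculated per spot and its sign turned to mouse over reference. The 6563 control spots and spots with a non-uniformity or population outlier flag (97 to 159 per array) were left out. Spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. No loess or quantile normalization was applied, because the probes of this array were placed around sites positive in a first screening, and a smoother could take such differences for dye effects. The design is in mouse build mm9. The reference annotation at hand was of another build, and coordinates were not converted, so no genes are named.

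A probe was positive when both arrays of a mouse were beyond 0.5 in the same direction, after the rule of the study's second screening. A region was 2 or more positive probes of the same direction, each within 3 probes of the next in genome order. The number of regions expected by chance was obtained from 1000 shuffles of the probe order per mouse. A region of an offspring was taken to be in neither parent when none of its positive probes was positive in the same direction in the sire or dam, and regions that shared a positive probe were merged into distinct regions. For transmission, regions called in exactly 1 parent were used, and an offspring carried a region when at least 50% of its positive probes in that parent were positive. The regions named are the 10 with the most positive probes among those in neither parent and the 10 with the most among those of a parent, with ties broken by the size of the mean log2 ratio. The cluster on chromosome 4 taken as a whole (neighboring probes at most 20 kb apart), the Y probes given singly and the loss counts per scan day were chosen after the values were seen.

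Numbers of positive probes in offspring and parents were compared by a two-sided exact permutation test, and transmission by a two-sided exact binomial test against 0.5 with Benjamini-Hochberg adjustment. Probes were compared between offspring and parents with limma (version 3.58.1, lmFit and eBayes) on the averaged log2 ratios of the 10 mice, restricted to probes measured on all arrays of the fit, with an adjusted p threshold of 0.05. The study's methods state no test for this comparison. Calculations used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1), R (version 4.3.3) and statmod (version 1.5.0).

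The alternatives were a threshold of 0.4 or 0.8, normexp background correction (offset 50), no centring, within-array loess, the value table, probes well above background only, outlier spots kept, the mean of the 2 arrays in place of both, and each probe minus its median over the 10 mice. For regions they were 3 or more probes, adjacent probes only, and at most 10 kb between probes. For absence in the parents they were a mean size under 0.25 in both parents, the sire only, the dam only, and limma of each offspring against the other 9 mice. For transmission they were any positive probe, or the mean nearer to the carrying parent. For the limma comparison they also included slide as a random block and each parent alone. These were chosen before the data were examined. Scan day as a fixed block and removal of the dye bias of single probes were added after the data were seen. The files hold median and not mean spot signals, so normexp was run on median signals and local background.

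The calls were tested on simulated data. Regions were planted in real ratios of the 151311 autosomal probes after shuffling the probe order, 200 per setting. The limma comparison was tested on 151305 simulated probes with the real SD of each probe across the offspring. There it made 202 calls, of which 13 were false. Slide and scan day were taken from the scanner files. Both parents lay on a slide of their own, the offspring on the other 4 slides, and the scans on day 1 held 2 slides, those on day 2 held 2 and those on day 3 held 1.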

Results

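The array CGH data covered 1 non-irradiated family of C57BL/6 mice, made up of a sire, a dam and their 8 offspring. Array CGH (comparative genomic hybridization) labels the DNA of a mouse and that of a reference with different dyes and hybridizes both to the same array, so that the log2 ratio of the signals at a probe follows the number of DNA copies. Tail DNA of each mouse was set against DNA of the same reference male mouse on 2 arrays with the dyes exchanged (dye swap), which gave 20 arrays on 5 slides with 2 mice per slide. The 2 arrays of a mouse were averaged and counted as 1 replicate. Each array held 155403 spots of 151362 probes, of which 151311 were autosomal, 48 lay on chromosome X and 3 on chromosome Y. The median distance between the starts of neighboring autosomal probes was 86 bp, because this array was the second, high-density screening of sites picked by a sparser array. Median spot signals ranged from 386.5 to 895.0 in Cy3 (local background 27.0 to 43.0) and from 599.0 to 1088.5 in Cy5 (local background 49.0 to 58.0). Between 99.3% and 99.9% of spots were well above background in both dyes, and 0 spots were saturated. With a single family and 1 DNA sample per mouse, the number of arrays limits the precision of every value. Coordinates refer to mouse build mm9 as in the array design, and genes at these positions were not analysed here.

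The dye swap was examined first, since every call rests on it. After both arrays of a mouse were turned to mouse over reference, the log2 ratios of the autosomal probes were negatively correlated between the arrays in all 10 mice. Pearson's r across probes had a median of -0.34 and ranged from -0.77 in offspring 1 to -0.25 in offspring 8, and Spearman's rho ranged from -0.80 in offspring 1 to -0.40 in offspring 2. Probes are not independent replicates, so no test was made on these coefficients. Among normexp, within-array loess and the value table, the alternatives run for this value, within-array loess moved the median Pearson's r most, to -0.23. The distance of each array from the mean of its pair had an SD across probes of 0.15 to 0.19, while the SD of the averaged ratio was 0.07 to 0.13. The variation between the arrays of a mouse was therefore wider than the variation of its averaged ratio across probes.

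The X and Y probes show how a large copy number difference is measured on this array, because the reference was a male. In the dam, the mean log2 ratio was 0.85 ± 0.09 over the X probes and -2.15 ± 0.11 over the Y probes, where ± is the distance of each array from the mean of the pair. In the sire, the corresponding values were 0.01 ± 0.08 and -0.04 ± 0.10. The dam exceeded the sire by 0.84 on X, and 44 of the 48 X probes (91.7%) were positive in the dam against 0 in the sire. The 3 Y probes differed widely among themselves, with log2 ratios of -3.98, -2.07 and -0.41 in the dam. The difference between dam and sire on Y was -2.11, and it shrank to -0.76 under normexp background correction. The X mean was -0.01 in offspring 1, -0.03 in offspring 2 and 0.00 in offspring 3, and the Y means of these mice were -0.05, -0.02 and 0.00. In offspring 4 to 8 the X means were 0.83, 0.74, 0.73, 0.79 and 0.78, and the Y means were -1.98, -1.72, -1.74, -1.89 and -1.75.

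A probe was considered positive when both arrays of a mouse gave a log2 ratio beyond 0.5 in the same direction. The number of positive autosomal probes was 30 in the sire, 406 in the dam and 253.9 ± 146.3 in the offspring (SD, n = 8). Offspring 1 had 19, offspring 2 had 128, offspring 3 had 112, and offspring 4 to 8 had 301, 331, 366, 351 and 423. These counts correspond to between 0.013% and 0.28% of the autosomal probes. Gains made up 12.9% of the positive probes over all mice, with 318 gains and 2149 losses. When each probe was set against its median over the 10 mice in place of the reference alone, the share of gains became 86.7%. Probes beyond 0.5 in opposite directions on the 2 arrays numbered 175 in the sire, 241 in the dam and 518.5 ± 299.1 in the offspring (SD, n = 8). The mean number of positive probes over the 10 mice was 246.7, and it moved most, to 504.6, when the mean of the 2 arrays was required to pass 0.5 in place of both.

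**Figure D1:**
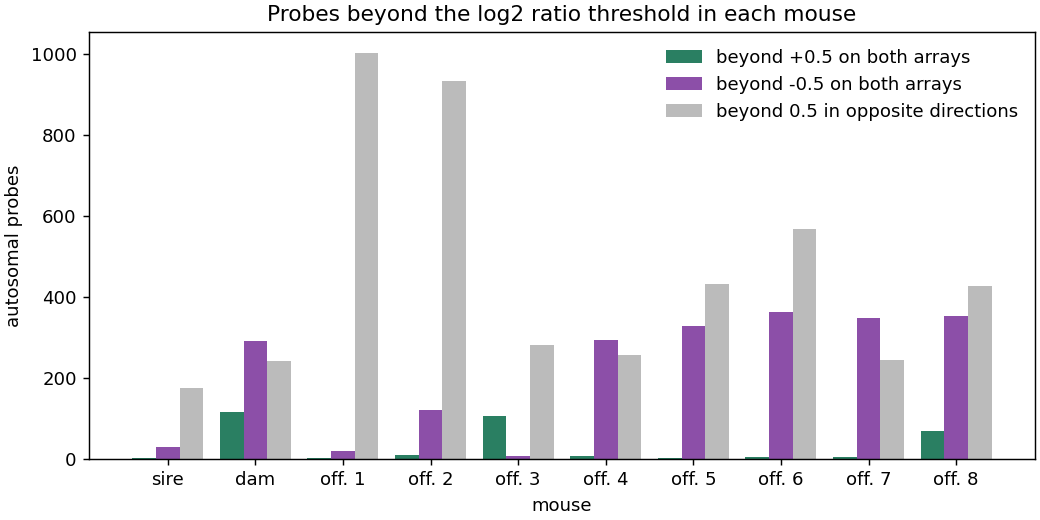
Bars give, for each mouse (horizontal axis), the number of autosomal probes beyond +0.5, beyond -0.5, or beyond 0.5 in opposite directions on the 2 dye swap arrays (vertical axis, probes). Offspring 1 and 2 have 1004 and 933 probes in opposite directions, and the gains are most numerous in the dam (115), offspring 3 (105) and offspring 8 (69).

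Whether offspring differ from their parents in the number of positive probes was asked next. The offspring had 35.9 more positive probes per mouse than the parents (means 253.9 and 218.0), which was not significant by a two-sided exact permutation test over all 45 splits (p = 0.7556). The smallest p this design allows is 0.0222. The difference became -13.0 under normexp background correction, and the range of exact p over all alternatives was 0.5333 to 0.9778. The parents shared a slide of their own, so slide and generation cannot be told apart. The scan on day 1 held both parents and offspring 1 and 2, and within it the offspring counts of 19 and 128 lay on both sides of the sire's 30 and below the dam's 406. The scans on days 2 and 3 held offspring only. Counts also followed the Y means, with 19 to 128 in the sire and offspring 1 to 3. In the dam and offspring 4 to 8, the mice low on Y, they were 301 to 423. The permutation test took no account of this split. Among the mice low on Y, the dam's 406 lay above offspring 4 to 7 and below offspring 8. Among the others, the sire's 30 lay above offspring 1 and below offspring 2 and 3.

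A probe-by-probe comparison of offspring and parents by limma on 151139 autosomal probes gave 0 probes with a Benjamini-Hochberg adjusted p below 0.05. The smallest adjusted p was 0.486, and 14757 probes (9.76%) had an unadjusted p below 0.05. The count stayed at 0 with slide as a random block (7.43% of probes below an unadjusted p of 0.05) and with scan day as a fixed block (6.75%), the latter chosen after the data were seen. It was 13 when the sire alone was compared with the offspring (5 higher and 8 lower in offspring). It was 0 when the dam alone was compared with them, with 7088 probes below an unadjusted p of 0.05. In both fits a lone parent is assumed to vary like the offspring, so values of that mouse cannot be separated from a difference between generations. In simulated data with 200 probes changed by 0.75 between the 8 offspring and 2 parents, 94.5% of the changed probes were recovered. The planted change was present in all 8 offspring and absent from both parents. A variant of 1 parent or of 1 offspring would not look like this, so the recovery does not cover such variants. Noise was drawn independently for each mouse, without a slide effect.

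Regions were defined as 2 or more positive probes of the same direction, each within 3 probes of the next. The sire had 2 regions and the dam had 44, of which 25 were gains and 19 losses. The offspring had 17.5 ± 10.99 regions (SD, n = 8), with 1, 5, 23, 16, 17, 18, 24 and 36 in offspring 1 to 8. In 1000 shuffles of the probe order, the mean number of regions per mouse was between 0.009 and 2.54, and the largest number in a shuffle was 11, in offspring 6. Offspring 1 was the only mouse that did not exceed its largest shuffle, with 1 region against up to 1. The sire had 2 regions against up to 1. The shuffles take neighboring probes as independent. Some 2-probe regions spanned as few as 61 bp, so their probes can share sequence and any bias tied to it. Exceeding the shuffles therefore does not show that such regions are changes in copy number. Requiring 3 or more probes lowered the mean number of regions per mouse from 18.6 to 6.0.

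Nearly all gain regions fell in a single cluster of probes on chromosome 4, from 101108965 to 101263105 (154141 bp, 918 probes). This cluster is described as a whole because its values were seen first. Over its 918 probes, the mean log2 ratio was 0.39 ± 0.02 in the dam, 0.38 ± 0.03 in offspring 3 and 0.37 ± 0.02 in offspring 8, where ± is the distance of each array from the mean of the pair. In the sire it was 0.00 ± 0.02, and in offspring 1, 2, 4, 5, 6 and 7 it lay between -0.01 and 0.00. The level in the dam was 66.2% of the 0.58 that a ratio of 3 to 2 copies would give. Because this level is below the threshold of 0.5, only 11.9% of the probes were positive in the dam, 11.3% in offspring 3 and 7.19% in offspring 8, and the cluster was called as 23, 23 and 16 separate regions in these mice. Over the 20 probes next to the cluster on each side, the mean log2 ratio of these 3 mice was between -0.02 and 0.04. The nearest probes outside the cluster end at 100957081 and start at 101755962. A mean over 20 probes could hide a raised value in the nearest of them, so the ends of the gain are not placed here. Counted as 1 locus, the gain was nearer to the level of the dam than to that of the sire in 2 of 8 offspring, which did not differ from a share of 0.5 (two-sided exact binomial test, p = 0.2891).

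**Figure D2:**
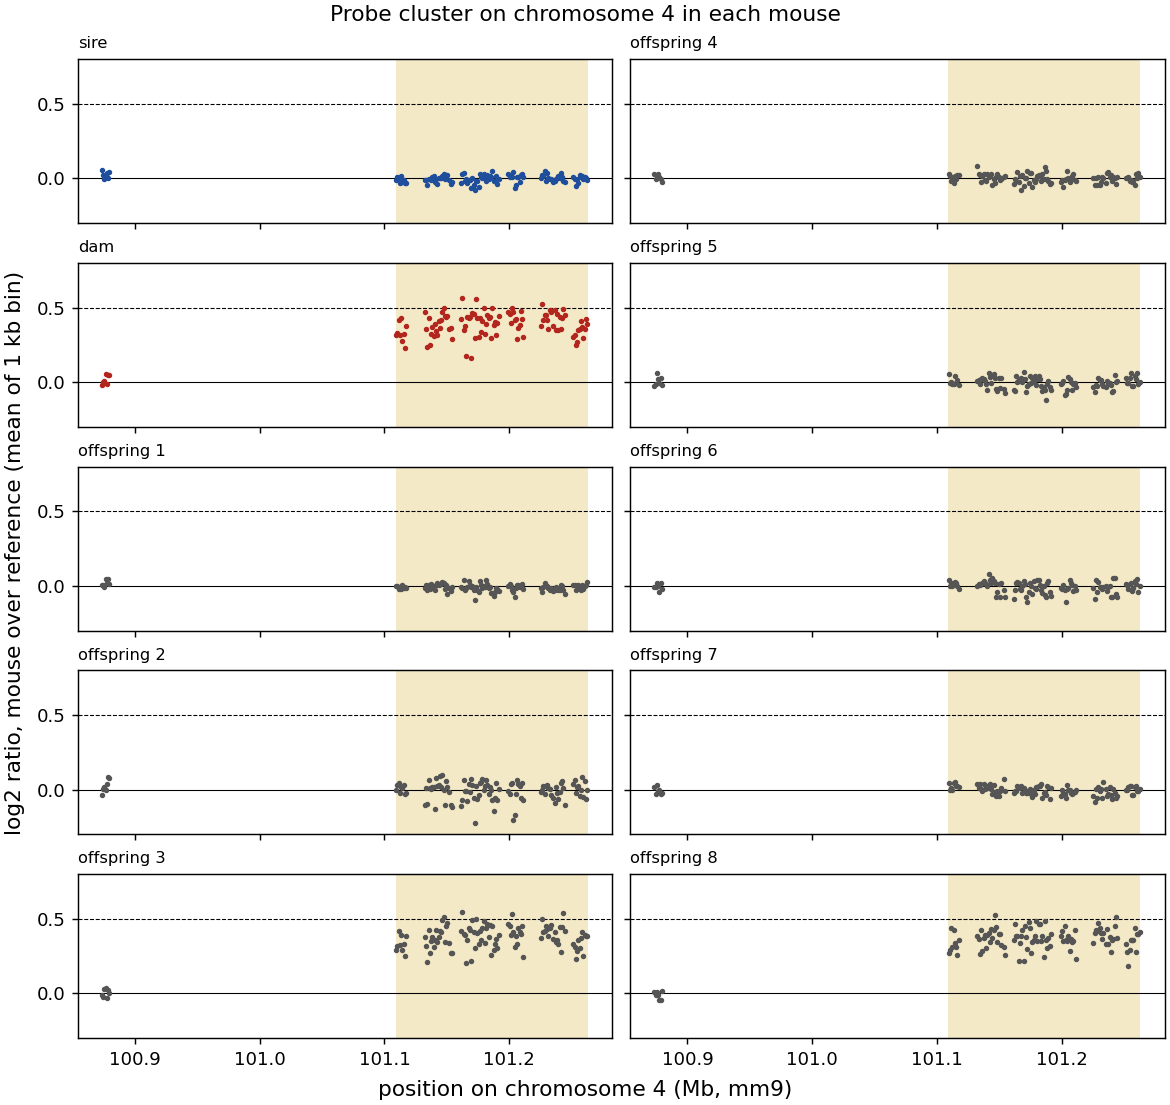
Each panel plots the mean log2 ratio of the probes in 1 kb bins (vertical axis, bins with at least 3 probes) against position on chromosome 4 (horizontal axis, Mb, mm9) for a mouse of the family, with the 918-probe cluster shaded and the threshold of 0.5 dashed. The dam, offspring 3 and offspring 8 lie near 0.38 across the cluster, and the other mice lie near 0.

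Transmission was examined for regions called in exactly 1 parent. There were 44 such regions, 43 in the dam and 1 in the sire, and an offspring was taken to carry a region when at least 50% of the positive probes of the parent were positive in it. Pooled over the regions, 31.8% of the offspring carried them (95% exact binomial interval 27.0% to 37.0%, which covers counting error only). The regions are not independent, because 23 of them lie in the cluster on chromosome 4 and 17 are losses carried by the same offspring. The threshold of 0.8 moved this share most, to 62.5%. The dam had 0 gain regions at that threshold, and 62.5% is also the share of offspring that carried each of these 17 losses. The change is therefore one in which regions are counted and does not measure inheritance. In 9 regions, all gains of the dam, 0 of 8 offspring were carriers (two-sided exact binomial test, p = 0.0078 and Benjamini-Hochberg adjusted p = 0.0381 over the 44 regions). These values do not measure transmission, because a region was picked where probes of the dam passed 0.5 and an offspring had to pass the same threshold. In the 8 of these regions on chromosome 4, offspring 3 and 8 measured 0.43 to 0.57 without being counted as carriers. Outside the cluster on chromosome 4 the dam had 2 gain regions, named here after their values were seen. They lay on chromosome 8 at 102192469 to 102199837 (0.68) and at 102201827 to 102201890 (0.60), and offspring 4 to 7 were counted as carriers of the former and 0 offspring of the latter. Over the former, offspring 4 to 8 measured 0.57, 0.53, 0.56, 0.62 and 0.47, and over the latter 0.49, 0.43, 0.42, 0.46 and 0.47. The sire and offspring 1 to 3 lay between -0.08 and 0.02 over both, so the dam and offspring 4 to 8 were higher at both. These are also the mice high on X and low on Y, so separate autosomal inheritance cannot be assumed for these gains. The only region called in the sire and not in the dam, also named afterwards, was a 2-probe loss on chromosome 8 (123785416 to 123785486). It measured -0.70 in the sire and -0.93 in offspring 2, its only carrier, while the dam and offspring 1 measured -0.49 and -0.68. These are all the mice scanned on day 1. The other mice measured -0.32 to 0.14, so scan day and transmission cannot be told apart here.

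Of the 18 loss regions called in the dam only, 17 were carried by offspring 4, 5, 6, 7 and 8 and by none of offspring 1 to 3 (62.5% of the offspring, exact binomial p = 0.7266 per region). These 17 regions lay on 10 chromosomes. The longest spanned 25416456 to 25456288 on chromosome 3 with 139 positive probes in the dam, where the mean log2 ratio was -1.88 ± 0.02 in the dam and -1.88, -1.77, -1.78, -1.84 and -1.84 in offspring 4 to 8. The sire measured 0.02 there, and offspring 1 to 3 measured -0.01, 0.03 and -0.01. The next by number of probes were a 9-probe region on chromosome 17 (39459708 to 39464259; -1.33 ± 0.17 in the dam), a 6-probe region on chromosome 2 (111694136 to 111694677; -0.96 ± 0.15) and a 5-probe region on chromosome 5 (126326860 to 126328186; -1.66 ± 0.07). A 3-probe region on chromosome 5 (126318470 to 126318738) reached -2.78 ± 0.10 in the dam and -3.12 in offspring 6. The remaining regions among the 10 with the most probes were gains within the cluster on chromosome 4, starting at 101172803, 101131995, 101226638, 101232238 and 101166912, with log2 ratios of 0.56 to 0.66 in the dam.

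**Figure D3:**
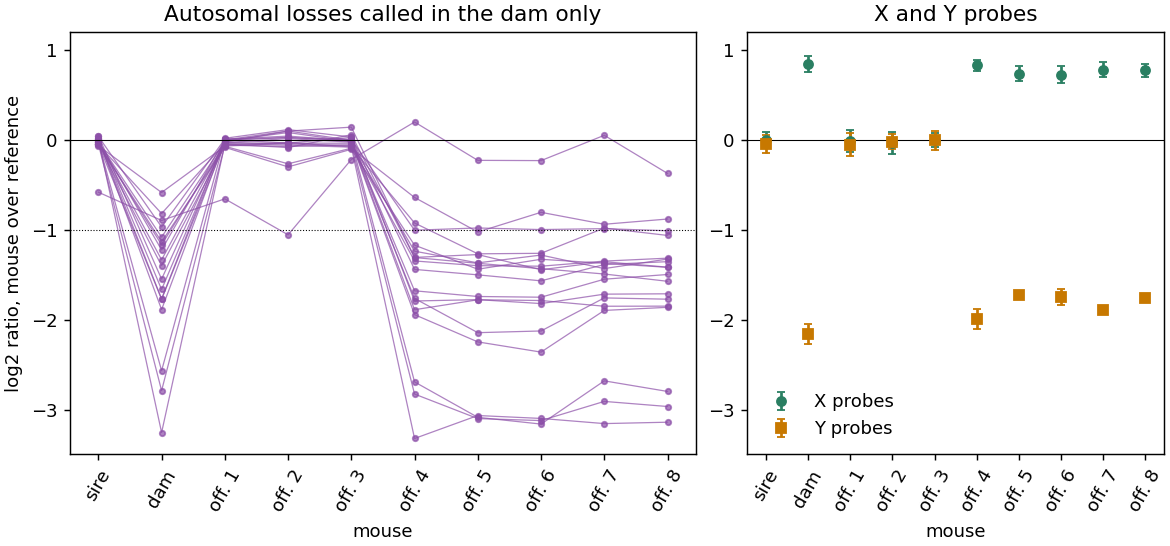
Left, mean log2 ratio (vertical axis) of each of the 18 loss regions called in the dam and not in the sire, joined by a line across the 10 mice (horizontal axis); the dotted line marks -1. Right, mean log2 ratio of the X and Y probes of the same mice, with bars for the distance of each array from the mean of the pair. In 17 of the 18 regions the dam and offspring 4 to 8 are low, the mice whose Y means lie between -2.15 and -1.72.

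Regions of an offspring that neither parent had, the level at which de novo changes would be sought, were counted last. There were 31 such regions summed over the offspring, or 28 distinct regions (17 gains and 11 losses), compared with the 44 regions found in exactly 1 parent. They occurred in 5 offspring, with 3 in offspring 2, 12 in offspring 3, 1 in offspring 6, 6 in offspring 7 and 9 in offspring 8. Offspring 1, 4 and 5 had 0. The number of distinct regions ranged from 0 when each offspring was compared with the other 9 mice by limma to 69 when the mean of the 2 arrays was used. All 17 distinct gains lay inside the cluster on chromosome 4, and the dam measured 0.44 to 0.58 over them. The gain regions with the most probes were a 4-probe region (101243058 to 101243613) in offspring 3 and 8, with 0.59 and 0.56 against 0.54 in the dam, and a 3-probe region (101258687 to 101258985) in offspring 8, with 0.60 against 0.48 in the dam.

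All 11 distinct losses consisted of 2 positive probes. By the size of the log2 ratio, they were led by a region on chromosome 8 (105555569 to 105555665) at -0.83 in offspring 6, where offspring 7 and 8 also measured -0.55 and -0.61. Offspring 2 had losses on chromosome 11 (106313104 to 106313172; -0.78), chromosome 2 (153839399 to 153839459; -0.78) and chromosome 13 (117033933 to 117033999; -0.77). At the 3 positions the sire measured -0.41, -0.46 and -0.53, and offspring 1 measured -0.46, -0.54 and -0.41, and neither probe was positive in the sire or dam. Offspring 7 had losses on chromosome 14 (47192474 to 47192547; -0.75), chromosome 8 (91566344 to 91566553; -0.70) and chromosome 6 (144931736 to 144931845; -0.70), and offspring 7 and 8 shared a loss on chromosome 10 (123805316 to 123805416; -0.66 and -0.74). Losses in neither parent were found in 4 of 8 offspring (50%, 95% exact binomial interval 15.7% to 84.3%). Over the alternatives, the number of distinct losses ranged from 0 with 3 or more probes per region to 64 with the mean of the 2 arrays, and the number of offspring with a loss from 0 to 6 under the same rules. In simulated data, 85.0% of planted 2-probe losses of -0.85 were recovered, while planted 2-probe and 5-probe gains of 0.4 were recovered in 0% and 0.5% of cases.

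**Figure D4:**
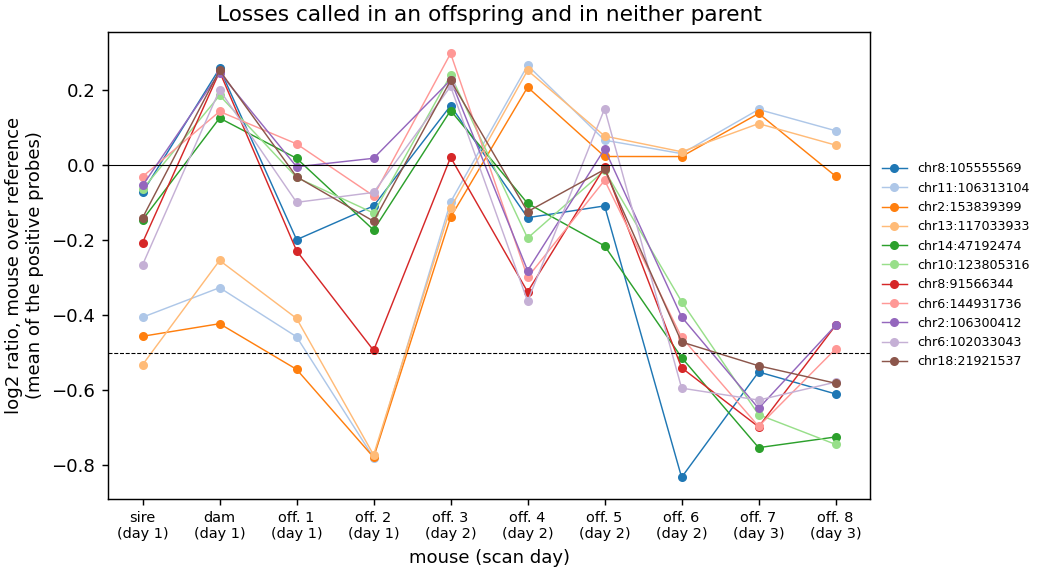
Mean log2 ratio over the positive probes (vertical axis) of the 11 distinct loss regions called in an offspring and in neither parent, each joined by a line across the 10 mice with their scan day (horizontal axis); the dashed line marks -0.5. The 3 regions of offspring 2 also measure between -0.25 and -0.54 in the sire, the dam and offspring 1, and the others also measure between -0.36 and -0.83 in offspring 6.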

Values the study reported

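The study reported de novo deletions in 7.1% of the F1 mice of its non-irradiated group (11 of 156), after a first array CGH at a probe spacing of about 2 kb, a second at about 0.1 kb, a family analysis and quantitative PCR. The irradiated group, which is not part of the samples described here, had de novo deletions in 20.4% of its F1 mice (29 of 142). The study's list of mice with verified changes names none from a non-irradiated family with the letter Q, the letter in the labels of the mice described here.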

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

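All tests here were chosen after the result was seen. Offspring 1 had the lowest Spearman's rho between its dye swap arrays, -0.7952, apart from the other 7 offspring by just more than Dixon's critical value for a single extreme sample. It was the only measure past that value among 14 tested across the 8 offspring, and chance picks out about 1 in 20 groups. A dye bias of single probes that recurs in every mouse is argued against as the whole source. With the bias of each probe, estimated from the other 9 mice, removed, the rho of offspring 1 was -0.5454 and remained the lowest, while those of the other offspring lay between -0.013 and 0.27. An earlier test, the median correlation of its deviations between arrays with those of the other mice (Pearson's r of 0.731 across probes), could not set offspring 1 apart, since the median over all pairs of mice was 0.8043. The slide stays open. The other mouse on it, offspring 2, had a rho of -0.398, the highest of all 10 mice, but a single mouse excludes nothing. Offspring 1 and 2 also had the most probes in opposite directions, 1004 and 933. The correlation turns more negative as the distance between the arrays outweighs the averaged ratio. Offspring 1 had the lowest SD of the averaged ratio of all 10 mice, 0.0675, with an SD of the distance of 0.1868. In offspring 2 these were 0.1311 and 0.1941. What lies behind the low spread of the averaged ratio in offspring 1 is not known. The design has no group that sets offspring 1 apart, so no biological explanation was tested.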

How the results depend on the processing

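Removing the dye bias of single probes and taking scan day as a fixed block were chosen after the data were seen. The alternatives that used the value table, kept outlier spots, left out centring or used only probes well above background changed none of the counts of positive probes, regions or distinct regions in neither parent by more than 1.5 times and reversed no difference between offspring and parents. Within the distinct regions, however, the losses were 7 in place of 11 with only probes well above background. Limiting regions to at most 10 kb also kept these results, as did any positive probe for transmission. The cause of a change was not tested unless it is given below.

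At a threshold of 0.4, the mean number of positive probes per mouse was 387.4, regions per mouse were 35.1 and distinct regions in neither parent were 43. At 0.8 these were 143.0, 10 and 2, and the transmitted share was 62.5%. A lower threshold admits more probes by construction. At 0.8 the dam had 0 gain regions, so the gain on chromosome 4, measured near 0.39, left the calls and the remaining parent regions were losses. With the mean of the 2 arrays in place of both, the values were 504.6, 41.4 and 69, again a looser rule by construction. The 17 distinct gains and 11 losses of the main rule became 6 and 37 at 0.4 and 5 and 64 with the mean. They became 22 and 25 with the dye bias of single probes removed. Gains stayed more numerous under normexp (7 and 5) and within-array loess (12 and 6).

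Under normexp background correction the difference in positive probes between offspring and parents turned to -13.0 (exact permutation p = 0.9778), distinct regions in neither parent fell to 12 and the transmitted share was 26.1%. The Y difference between dam and sire was -0.76 in place of -2.11. The cause was not tested. Within-array loess gave 18 distinct regions in neither parent, and the cause was not tested. When each probe was set against its median over the 10 mice, positive probes per mouse were 146.0, the difference between offspring and parents was -55.6 (exact permutation p = 0.5556), regions per mouse were 11, distinct regions in neither parent 14 and the transmitted share 22.7%. For the losses of the dam the construction shows the cause, since 6 of the 10 mice shared them. The median then followed these mice, the 139-probe loss of the dam on chromosome 3 became -0.14, and gains rose from 12.9% to 86.7% of positive probes. This does not cover the fall of distinct gains in neither parent from 17 to 10, whose cause was not tested. In no alternative did the difference between offspring and parents pass the threshold.

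With 3 or more probes per region, regions per mouse were 6.0, distinct regions in neither parent 2 and the transmitted share 37.5%. With adjacent probes only, the distinct regions were 15 and the share 42.2%. The former rule is stricter by construction. The latter also splits regions, and under it regions per mouse rose to 23.7 and the loss regions of the dam from 19 to 30. Requiring a mean size under 0.25 in both parents left 5 distinct regions, all losses, in 2 offspring and 0 gains. Comparison with the dam only gave 29 distinct regions, against 28 with both parents. Comparison with the sire only gave 61 distinct regions, and limma of each offspring against the other 9 mice gave 0, although 12 single probes were called in offspring 8, 4 in offspring 4 and 1 each in offspring 2 and 6. When an offspring carried a region if its mean was nearer to the carrying parent, the transmitted share was 40.9%. Removing the dye bias of single probes gave 47 distinct regions and a transmitted share of 24.8%, and the mean number of probes in opposite directions fell from 456.4 to 9.4.

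The limma comparison of offspring and parents gave 0 probes in every setting except the sire alone, where 13 probes were called, and the cause was not tested. With a parent alone, the spread comes from the offspring only, so these counts say nothing on the stability of the comparison with both parents. For the named regions, 93 values moved by less than the deviation between the dye swap arrays and 27 by more, and none changed sign. Whether low signal over background accounts for the 5 distinct losses under normexp was not tested.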

Other observations

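The tests of the gains on chromosome 4, of the losses shared with the dam, of scan day, of the other mice over the losses in neither parent, and of the similarity of mice on the same slide were chosen after the results were seen. The tests of the main trend, of brightness, of the dye bias and of unadjusted counts over other splits were chosen before their values were seen, although the adjusted counts over those splits were already known.

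With the main rule, all gains called in offspring and in neither parent lay in the chromosome 4 cluster. The dam, offspring 3 and offspring 8 carried this cluster at the same level. Outside it, 4 such gains were called with the mean of the 2 arrays and 2 with within-array loess. Subtracting the median of the 10 mice and removing the dye bias of single probes gave 1 each. The gains outside the cluster were not examined further. For the main rule, gains absent from both parents are argued against, since the dam measured above 0.25 in all 17 distinct regions. A threshold close to the measured level of an inherited gain is a candidate explanation, as the median log2 ratio of the dam over these regions was 0.5178. Each mouse then has its own set of probes that happen to pass 0.5, and a gain inherited as 1 block may be counted as up to 12 new gains in an offspring. Whether the block is a tandem duplication or a copy elsewhere was not tested.

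The losses that the dam shared with offspring 4 to 8 did not segregate like separate autosomal variants of the dam. The regions carried by exactly these offspring lay on 10 chromosomes, whereas separate loci would each match a given set of 8 offspring with a chance of 0.391%. An autosomal copy lost in the dam would leave an offspring with the copy of the sire, and a ratio of -1 or above. In 13 of the 17 regions every carrying offspring lay below -1 by more than the distance of its arrays from their mean (from -3.31 to -1.17), which argues against it for these regions. In the other 4 regions, where a carrier lay closer to or above -1 (from -1.44 to -0.64), the level does not decide. A candidate explanation is that these probes also bind sequence on the Y chromosome, which the reference male has. The carriers of 17 of the 18 regions were the offspring with mean Y ratios below -1, the Y means of carriers being -1.72 or lower and those of the other offspring -0.05 or higher. On X, offspring 4 to 8 lay near the dam, with means of 0.73 to 0.83. Offspring 1 to 3 lay near the sire, from -0.03 to 0.00. With the Y means, that is the pattern of females and males, although the labels used do not give the sex of the offspring. The study chose sex-linked probes for its first array to determine sex. The probe sequences were not analysed here, so binding to Y sequence stays a hypothesis. The region that departed, on chromosome 16 (53739818 to 53739946), was carried by offspring 2 and measured -0.58 in the sire. All mice scanned on day 1 measured -1.05 to -0.58 there, and the others -0.37 to 0.20, so scan day is not excluded.

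The 12 losses in neither parent, summed over offspring, did not all show graded values across mice. Their probes stood at a median percentile of 98.1 along the main trend of the other 9 mice (range 53.9 to 99.6). This trend was computed without the mouse that carried the call. The lowest percentile, 53.9, belonged to the region on chromosome 8 (105555569 to 105555665). There offspring 6, 7 and 8 measured -0.83, -0.55 and -0.61, and the other mice between -0.20 and 0.26. The probes of the 12 losses were also dim, with a median brightness percentile of 5.64 (range 0.96 to 30.6). Both a graded shift shared by other mice and dim probes may therefore contribute. Among the 2000 probes nearest in brightness, the median percentile along the trend was 88.7, below the 95 set beforehand, so it cannot be told apart whether the trend adds to the dimness over all 12. For the 3 losses of offspring 2 the matched percentile was 99.8. Over these 3 regions, scan day separated the mice in 3 of 3, as all 4 mice scanned on day 1, parents included, lay below all 6 others. For the losses of offspring 7 and 8, scanned on day 3, these mice lay below all others in 5 of 7 distinct regions, and offspring 6, scanned on day 2, measured between -0.59 and -0.36, so scan day alone is left open there. Losses of 1 of 2 copies confined to a single mouse are argued against. In 10 of the 11 distinct regions at least 1 mouse that did not carry the call lay below -0.25 on both arrays. The exception was the region on chromosome 10 called in both offspring 7 and 8. Over the 2000 pairs of neighboring probes nearest in brightness, this was so in 0.60% to 16.2%, depending on the region. This test followed a first one, the median size over the other 9 mice, which at 0.154 was above its limit of 0.1 but averages over mice without a shift. A loss that adds to a shift shared with other mice stays open and untested.

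More probes passed 0.5 in opposite directions than in the same direction in 7 of the 10 mice. A dye bias of single probes that recurs in every mouse is a candidate explanation, since the deviations between the arrays of a mouse correlated across probes between mice at a median Pearson's r of 0.8043 over 45 pairs of mice (range 0.62 to 0.90). The SD of these deviations also followed the slide. Mice on the same slide differed by 0.0072 on average, against 0.021 over all pairings of the 10 mice, and 0.0053 of the 945 pairings differed as little (exact test, one-sided). No biological explanation was tested for either pattern.

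The 9.76% of probes with an unadjusted p below 0.05 between offspring and parents exceeded 5%. In 7 of the 45 splits of the 10 mice into 8 and 2, the real split included, there were as many probes, so chance cannot be excluded. A slide shared by both parents is a further candidate explanation. The other 4 pairs of mice on a slide gave a median of 10436 probes (range 3664 to 14718), against 5590 for pairs on different slides, although pairs on different slides reached up to 21549 and none of the other 4 pairs reached the real count of 14757. With slide as a random block the real comparison gave 11232 probes. It gave 9883 (6.54%) under normexp and 9088 (6.01%) under within-array loess. With the value table it gave 14768 and with only probes well above background 14624. Part of the excess over 5% therefore depended on the processing, and the cause was not tested. A difference between generations stays open and untested beyond the limma comparison.

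The share of offspring with a loss in neither parent was 50% here, or 4 of 8. It depended on the processing, with 1 such offspring under normexp and under within-array loess, and 0 to 6 over all alternatives. The 50% is higher than the share of F1 mice with de novo deletions quoted from the study above. The study's list of mice with such changes names none of this family. The 2 shares do not have the same denominator or rule, since the calls here used 1 family, neither the first screening nor quantitative PCR, and included losses of 2 dim probes.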
